A study of Equus caballus with 12 samples. Its data were reported in "In search of epigenetic hallmarks of different tissues: an integrative omics study of horse liver, lung, and heart" (2024).

How the data were processed

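RNA-seq libraries were made from the heart, lung and liver of 4 horses, which gave 12 libraries with 1 library per tissue and animal. The study describes the animals as young stallions, so the horses did not differ in sex. Per the labels, RNA was turned into cDNA libraries with the TruSeq RNA kit version 2, a kit that selects polyadenylated RNA and does not mark the strand of a transcript. The libraries carried different indexes, were combined in 1 pool and were read in paired 150-base cycles on a HiSeq 4000 instrument. Groups were taken from the tissue named in the labels, and the replicate number is the number of the horse there, so that heart, lung and liver replicate 1 came from the same animal.

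The deposited values were raw read counts per gene, one file per library, with no normalization. According to the submitters' processing notes and the methods of the study, the authors checked reads with FastQC, aligned them to the EquCab3.0 horse genome with TopHat2 and counted them over Ensembl genes with HTSeq; the authors then compared tissues with DESeq2. The strand setting of the counting step is not given in the sources used here, so reads of overlapping genes, and of a gene and its antisense partner, cannot be told apart in these counts. HTSeq sets aside reads that match more than 1 place or more than 1 gene, which lowers the counts of genes with near-identical copies.

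Each file listed 31217 genes and the summary rows of HTSeq. The summary rows stayed out of library sizes and tests. As a share of all reads listed in a file, reads outside annotated genes made up 19.8% ± 0.741 in heart, 29.5% ± 0.568 in lung and 19.2% ± 2.39 in liver (mean ± SD, n = 4 each). Reads that HTSeq could not assign to 1 gene made up 6.08% ± 0.924, 2.16% ± 0.372 and 2.66% ± 0.242, and reads aligned to several places 10.1% ± 0.769, 5.43% ± 0.318 and 6.88% ± 0.470, in the same order. Reads counted in genes ranged from 4345694 in liver replicate 4 to 23474239 in heart replicate 1. PCR duplicates were not marked by molecular identifiers, so every interval and every limit given for a count of 0 covers counting error only. A count of 0 was taken to allow 3 counts over the group.

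The files pair no gene name with the Ensembl identifiers. The RefSeq gene table of another horse assembly (TB-T2T) lists no Ensembl identifiers for its genes, so 0 of the identifiers could be paired through it. Symbols that the study pairs with some identifiers belong to genes called on these same samples and were left out by choice. Gene symbols and genome positions were therefore not used here. The gene lists fixed before the data were examined (functions of heart, lung and liver, blood and immune cells, and genes chosen by the study, among others) needed symbols, so the planned tests of gene lists were not run. Genes are printed by identifier only, at most 2 in each direction per comparison: those with the largest fitted log2 fold change among DEGs with a mean of at least 100 CPM in the higher tissue and with every library of the higher tissue above every library of the lower. This is the rule fixed before the data were examined, without its demand for a symbol. For the comparison of horses, the rule gave the genes with the smallest p.

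Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's default filter on low counts, applied by tissue, which left 15436 genes; 8133 genes had no count in any library and 7648 had counts below the filter. Libraries were scaled by the trimmed mean of M-values (TMM), and the 12 libraries entered 1 quasi-likelihood model of the 3 tissues with robust estimates of the spread. DEGs were genes with a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 1 in edgeR's quasi-likelihood test, the thresholds of the study. Fold changes are lung over heart (LvsH), lung over liver (LvsLR) and heart over liver (HvsLR). The standard error of a log2 fold change was the fold change divided by the square root of its quasi-likelihood F. Ratios printed with a counting interval compare counts pooled over the libraries of each tissue, relative to their TMM-scaled sizes. They can differ from the fitted fold change. CPM values were computed from the TMM-scaled library sizes, and log2 CPM used a prior count of 2. Measures with 1 value per library were compared by a two-sided exact permutation test of the means, for which 4 libraries against 4 give no p below 0.0286; Benjamini-Hochberg adjustment was over the 18 comparisons of that family. Genes detected per tissue were counted after every library had been thinned at random to 4345694 counts, and again after thinning to the same TMM-scaled size, the smallest of the 12, with Benjamini-Hochberg adjustment over 3 comparisons.

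Whether horse numbers pair the libraries follows from the labels, since 1 number is 1 animal. As a check, deviations of log2 CPM from the tissue means were correlated across genes between tissues. The 12 pairs of libraries from the same horse had correlations from 0.0867 to 0.372 with a mean of 0.157, where numbers that did not pair the libraries would give a mean of about 0. The model of the tissues had no horse term, and horse as a block was an alternative. Genes differing between horses were sought by the quasi-likelihood test of the 3 horse terms together, with tissue in the model. Replicate files were compared by a chi-square statistic over genes with at least 10 counts in the pair. It lay between 33.3 and 152 per gene for the 18 replicate pairs, where sampling noise alone gives about 1, so no library was a copy of another.

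Genes restricted to a tissue were defined from the counts, a choice made after the data were examined. To follow genes of tissue A in tissue B, the 30 genes with the highest mean CPM in A were taken among those at least 100-fold lower in tissue C (the median over its libraries), so that the levels in B had no part in the choice. The level of each in a library of B was given as a percent of its mean in A.

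The tests were tried on simulated counts drawn with the library sizes, means and spread of the real genes. With 100 genes changed 3-fold and 100 changed 8-fold, 72% and 92% were called in LvsH (14711 genes), 76% and 93% in LvsLR (14539 genes), and 57% and 91% in HvsLR (13145 genes). The numbers of unchanged genes called were 7, 4 and 10. Most genes were unchanged in these simulations, whereas 45.2% (LvsH) to 50.4% (LvsLR) of genes were called in the real comparisons. The simulations thus do not show how the tests behave where many genes differ or where the scaling matters. For the test of horses (15149 genes), 93.5% of 200 genes raised 8-fold in 1 horse were called, with 29 calls among unchanged genes.

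Alternatives were other scalings (DESeq2 size factors, upper quartile, library total only), other filters on low counts, other thresholds, DESeq2 1.42.0, limma 3.58.1 with voom, a fit of only the 8 libraries compared, horse as a block, and the omission of each library in turn. Alternatives added after the data were examined were the thinning of all libraries to the same total and to the same TMM-scaled size, library totals without the most abundant genes, the omission of the 2 shallowest libraries together, a paired test of the genes detected, and the ratio of heart-restricted genes in lung to those in liver with 1 library left out or by library totals.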

Results

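Messenger RNA of 3 equine tissues was measured by RNA-seq: the heart, a contractile muscle, the lung, the organ of gas exchange, and the liver, a gland of intermediary metabolism. Each tissue was represented by 4 libraries, one from each of 4 horses, and the question of the design was which genes differ in expression between the tissues. Reads counted in genes amounted to 23474239, 13236749, 6146728 and 22622677 in heart replicates 1 to 4. In lung replicates 1 to 4 they amounted to 8395937, 14254902, 22247307 and 18827423, and in liver replicates 1 to 4 to 13943842, 18142916, 15561529 and 4345694. The group means of these totals were 16370100 ± 8244160 in heart, 15931400 ± 5996430 in lung and 12998500 ± 6022150 in liver (SD, n = 4 each), so that depth varied more within tissues than between them.

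The 3 tissues spent their transcripts in different ways. In the heart, the 10 most abundant genes of each library took 53.3% ± 1.17 of all gene counts, compared with 28.8% ± 2.48 in the liver and 6.85% ± 0.666 in the lung (SD, n = 4 each). A mean of 8 ± 1.15 genes held 50% of the counts in the heart, whereas 59.75 ± 13.5 genes were needed in the liver and 926.5 ± 62.9 in the lung. A single gene took 24.4% ± 4.11 of the counts in the heart, and the most abundant gene of the liver took 7.0% ± 1.71 of the counts there. Each of these differences between tissues in the share of 10 genes and in the number of genes for 50% of the counts was larger than the spread between horses (exact permutation test, two-sided p = 0.0286, adjusted p = 0.0343), the smallest p that 4 against 4 libraries can give. This test takes the libraries as unpaired. With the horses paired, an exact sign-flip test of 4 pairs can give no p below 0.125. The same limit holds for the other exact permutation tests below.

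**Figure D1:**
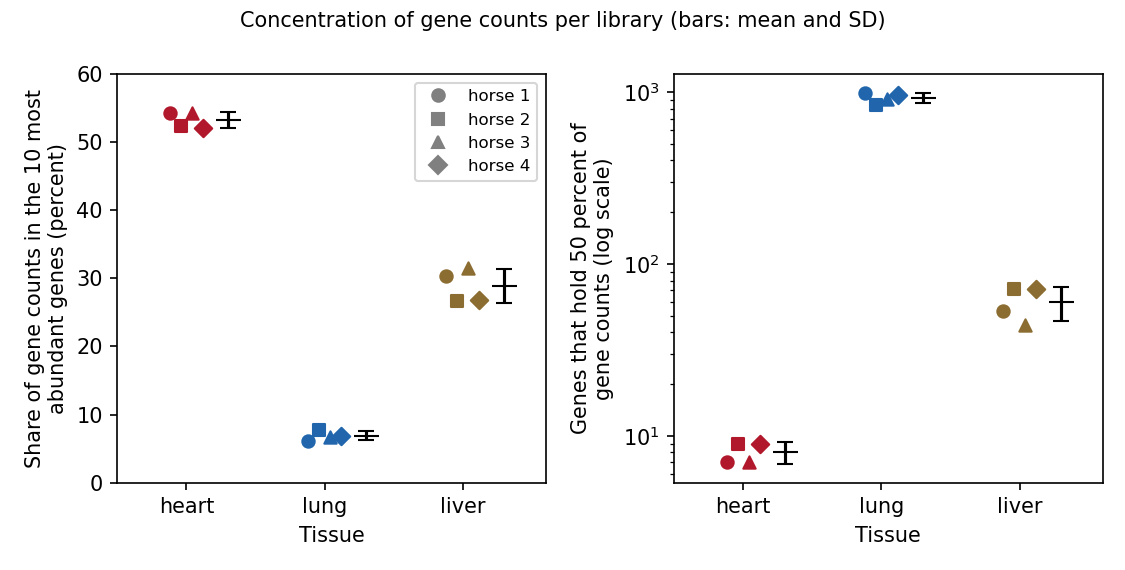
Concentration of gene counts in each of the 12 libraries, by tissue. The left axis gives the percent of gene counts in the 10 most abundant genes, and the right axis, on a log scale, the number of genes that hold 50 percent of the counts; symbols are horses, and bars give the mean and SD of 4 libraries. Lung libraries lie between 6.13% and 7.74% on the left axis, far below the heart libraries at 52.1% to 54.3%.

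The number of genes detected depended on how depth was matched. When every library was thinned to the same number of counts, 17494.5 ± 155 genes were read in the lung, 15263.5 ± 363 in the heart and 14746.5 ± 244 in the liver (SD, n = 4 each). The lung exceeded both other tissues (exact permutation test, p = 0.0286 for each, adjusted p = 0.0343), while the difference of 517 genes between heart and liver did not pass the threshold (exact permutation test, p = 0.0571, adjusted p = 0.0643). Within horses 1 to 4 the heart exceeded the liver by 539, 961, 450 and 118 genes, a paired comparison chosen after the data were examined (exact sign-flip test, p = 0.125, the smallest that 4 pairs can give). Equal totals leave the genes outside the most abundant read more deeply in the lung, where the TMM factor averaged 2.18, than in the heart (0.615) or the liver (0.748). When every library was thinned to the same TMM-scaled size instead, an alternative chosen after the data were examined, 16176.2 ± 143 genes were read in the lung, 15712.8 ± 312 in the heart and 14867.8 ± 155 in the liver (SD, n = 4 each). The liver then had fewer genes than the lung and the heart (exact permutation test, p = 0.0286 for each, adjusted p = 0.0429), whereas lung and heart did not pass the threshold (p = 0.0857, adjusted p = 0.0857), although the lung exceeded the heart in all 4 horses, by 247 to 835 genes. Reads outside annotated genes were also more frequent in the lung, by 9.64 percentage points over the heart and by 10.3 over the liver (exact permutation test, p = 0.0286 for each, adjusted p = 0.0343).

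Libraries grouped by tissue. Across the 15436 tested genes, log2 CPM correlated with a mean r of 0.939 between heart libraries, 0.961 between lung libraries and 0.959 between liver libraries (6 pairs each), and with 0.635 between heart and lung, 0.612 between heart and liver and 0.583 between lung and liver (16 pairs each). These are correlations across genes, which are not independent replicates. The first principal component held 51.8% of the variance and set the liver apart, and the second, with 36.1%, parted heart from lung. Heart replicate 2 lay closer to the liver than the other heart libraries: its mean r with the liver libraries was 0.692, compared with 0.569, 0.598 and 0.591 for heart replicates 1, 3 and 4.

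**Figure D2:**
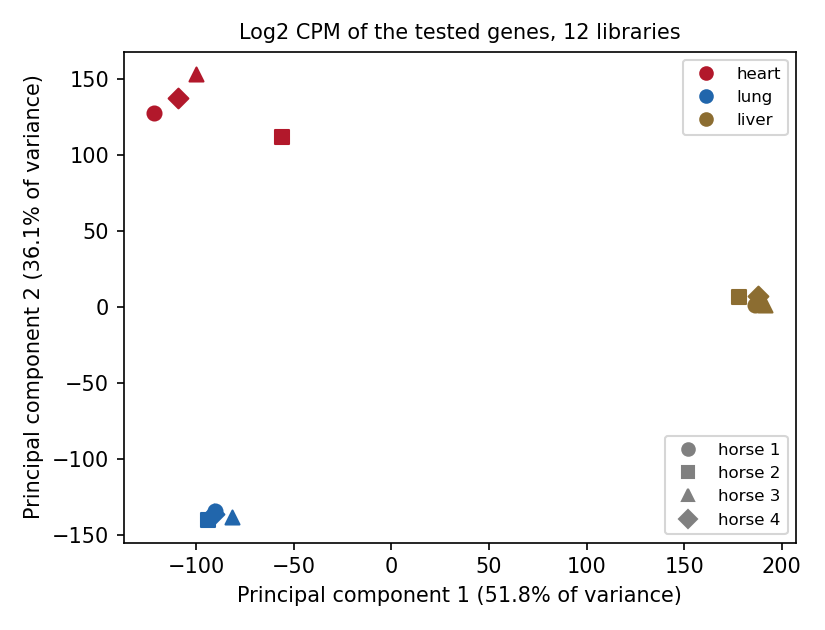
Principal components of log2 CPM over the tested genes, with 1 point per library. Component 1 is on the horizontal axis and component 2 on the vertical axis, colours are tissues and symbols are horses. The square at -55.9 and 112 is heart replicate 2, displaced from the other heart libraries towards the liver on component 1.

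Genes of the liver were traced in the other tissues. The 30 most abundant genes restricted to the liver relative to the lung stood in heart replicate 2 at a median of 2.96% of their liver level (quartiles over genes 2.61% and 3.63%). In heart replicates 1, 3 and 4 the median was 0.0462%, 0.251% and 0.102%. The 30 such genes restricted to the liver relative to the heart stood at medians between 0.0225% and 0.0614% in the 4 lung libraries. The median in heart replicate 2 was 11.8 times that of the next heart library, and this library enters every comparison with the heart below.

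**Figure D3:**
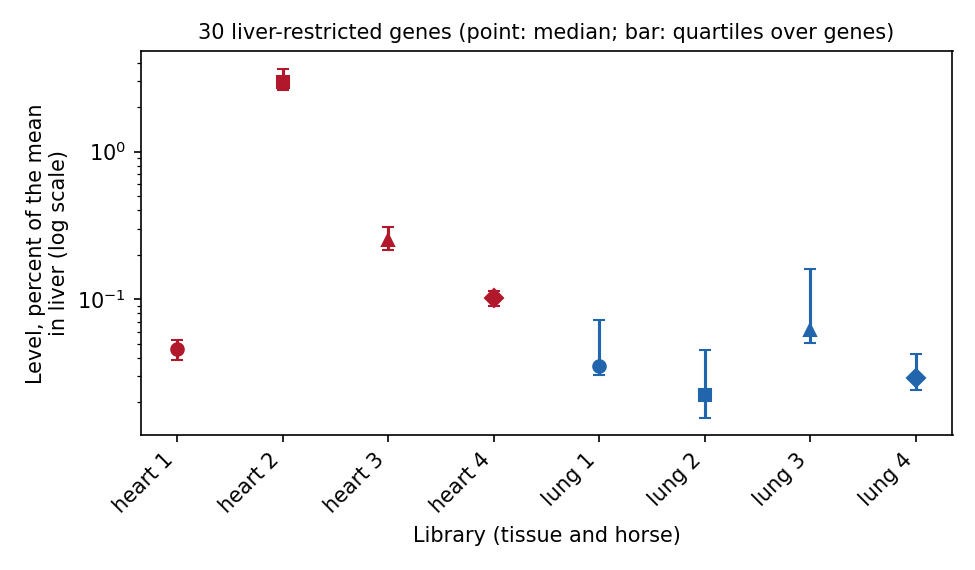
Level of 30 liver-restricted genes in each heart and lung library, as a percent of their mean level in liver, on a log scale. Points are medians over genes, bars join the quartiles, and symbols are horses. Heart replicate 2, at 2.96%, lies above all other libraries, which lie between 0.0225% and 0.251%.

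The comparison of lung and heart (LvsH) gave 6972 DEGs among 15436 tested genes. Expression of 3778 genes was higher in the lung and that of 3194 genes was higher in the heart. The genes higher in the heart were fewer but took a larger share of the counts of their tissue. They took 81.0% ± 2.20 of the gene counts of heart libraries and 11.97% ± 0.524 of those of lung libraries (SD, n = 4 each). Abundance per gene was not compared, and the 10 most abundant genes alone took 53.3% of heart counts. The genes higher in the lung took 29.4% ± 0.658 of lung counts and 1.61% ± 0.301 of heart counts. The change was at least 10-fold in the fitted values for 1339 genes higher in the lung and 816 higher in the heart, and at least 100-fold for 314 and 217.

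Among single genes, ENSECAG00000012477 reached 129 ± 39.2 CPM in the lung (SD, n = 4), with 2 counts over the 4 heart libraries, a ratio of 2472 with a 95% counting interval from 684 to 20416 (log2 fold change 11.15 ± 0.67 SE). ENSECAG00000032995 reached 115 ± 32.2 CPM in the lung against 3 counts over the heart libraries, a ratio of 1559 with an interval from 534 to 7562. In the opposite direction, ENSECAG00000015260 reached 429 ± 159 CPM in the heart with 3 counts over the 4 lung libraries, a ratio of 19320 with an interval from 6611 to 93686. ENSECAG00000018912 was higher in the heart too, with 2 counts over the lung libraries, but varied between horses, from 36.8 CPM in heart replicate 2 to 759 CPM in heart replicate 1. A single library moved the fold changes of 2 of these genes by over 1.5 times: the log2 fold change of ENSECAG00000012477 was 11.91 without heart replicate 3, which leaves 1 heart count, and that of ENSECAG00000018912 was -12.88 without heart replicate 1, compared with -13.82 with all libraries. The adjusted p of these 4 genes lay between 2.25e-09 and 5.50e-06 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

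The imbalance between the directions depended on the scaling: 54.2% of the LvsH DEGs were higher in the lung with TMM factors, but 92.8% of 12142 DEGs were when libraries were scaled by their totals alone, which moved the median log2 fold change of all genes by 1.82. Without heart replicate 2 there were 7320 LvsH DEGs, 4168 of them higher in the lung.

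With TMM factors, the comparison of lung and liver (LvsLR) gave the highest number of DEGs, 7787, and the most uneven directions. Expression of 4793 genes was higher in the lung and that of 2994 genes was higher in the liver. Those higher in the liver took 79.7% ± 2.00 of the gene counts of liver libraries, but 14.0% ± 0.382 of lung counts (SD, n = 4 each). Those higher in the lung took 36.7% ± 0.433 of lung counts and 2.30% ± 0.228 of liver counts. Fitted changes of at least 10-fold were found for 1547 genes higher in the lung and 890 higher in the liver, and changes of at least 100-fold for 384 and 386.

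ENSECAG00000032995, already described for its rarity in the heart, had no count in any liver library and was at least 1447-fold higher in the lung, taking 3 counts over the liver libraries as the limit. ENSECAG00000023336 averaged 157 ± 153 CPM in the lung (SD, n = 4), from 22.8 CPM in lung replicate 1 to 374 CPM in lung replicate 2, against 1 count over the liver libraries, a ratio of 6093 with a 95% counting interval from 1094 to 240655. Higher in the liver were ENSECAG00000021933, at 107 ± 71.9 CPM with no count in any lung library (at least 4942-fold), and ENSECAG00000032577, at 141 ± 67.7 CPM with 1 count over the lung libraries, a ratio of 17894 with an interval from 3212 to 706757. The fitted log2 fold change of ENSECAG00000032577 was -13.27, a smaller change than its ratio of pooled counts. The log2 fold change of ENSECAG00000023336 was 12.21 with all libraries and 11.31 without lung replicate 2. Its only liver count was in liver replicate 3, and the only lung count of ENSECAG00000032577 was in lung replicate 1, so without these libraries the lower tissue has no count and the fold change has no upper limit. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p of the 4 genes lay between 2.55e-08 and 4.37e-05.

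The share of LvsLR DEGs higher in the lung was 61.6% with TMM factors and 90.4% of 11939 DEGs with library totals alone, a scaling that moved the median log2 fold change by 1.55 and under which LvsH had more DEGs and the more uneven directions. With the 10 most abundant genes of each tissue left out of the totals, an alternative chosen after the data were examined, the share was 80.5% in LvsH and 86.7% in LvsLR.

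The comparison of heart and liver (HvsLR) set the 2 tissues with concentrated transcripts against each other. It gave 7470 DEGs, of which 4074 were higher in the heart and 3396 higher in the liver. This balance depended on the processing: the share higher in the heart was 54.5% with TMM factors but 45.6% of 7456 DEGs with library totals alone, and among the alternatives chosen after the data were examined it was 63.4% without the most abundant genes in the totals and 51.2% after thinning. Genes higher in the heart took 80.2% ± 2.67 of heart counts and 8.62% ± 1.03 of liver counts, and genes higher in the liver took 73.3% ± 2.67 of liver counts and 3.13% ± 0.996 of heart counts (SD, n = 4 each). In heart replicate 2 the latter share was the highest of the 4 heart libraries, 4.62%, compared with 2.54% in the lowest. Fitted changes of at least 10-fold were found for 1361 genes higher in the heart and 1195 higher in the liver, and changes of at least 100-fold for 350 and 311.

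ENSECAG00000020632 was at 350 ± 34.99 CPM in the heart (SD, n = 4) with no count in any liver library, at least 4419-fold higher. ENSECAG00000015260, which also parted heart from lung, had 2 counts over the liver libraries, a ratio of 7920 with a 95% counting interval from 2192 to 65397. Of the genes higher in the liver, ENSECAG00000028289 had a log2 fold change of -9.15 ± 0.85 (SE) and ENSECAG00000000589 of -9.09 ± 0.99 (SE). Heart replicate 2 supplied 11 of the 14 heart counts of ENSECAG00000028289 and 20 of the 28 of ENSECAG00000000589, and without this library the log2 fold changes were -11.03 and -10.64. Without heart replicate 1, that of ENSECAG00000028289 was -8.55. The adjusted p of the 4 genes lay between 5.85e-09 and 8.87e-06 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

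Without heart replicate 2 there were 7674 HvsLR DEGs, 4135 of them higher in the heart. The median log2 fold change of the 30 liver-restricted genes was -6.88 with all libraries and -9.64 without heart replicate 2. Genes with at least 10 counts in every liver library and none in the heart numbered 23 with all libraries and 92 without heart replicate 2. Leaving out a heart library can only raise this number, and such genes of the lung also rose, from 161 to 232.

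**Figure D4:**
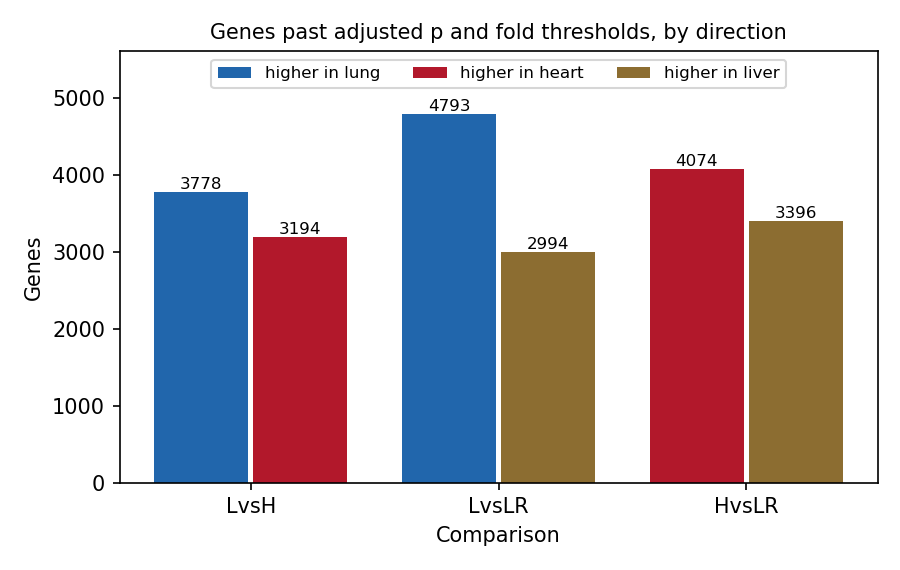
Numbers of DEGs in each comparison, by the tissue with the higher expression. The vertical axis counts genes with an adjusted p below 0.05 and an absolute log2 fold change of at least 1 among 15436 tested genes. Lung-higher genes outnumber liver-higher genes in LvsLR, 4793 against 2994.

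To find the genes that mark a single tissue, the comparisons were intersected. Expression was higher in the lung than in both other tissues for 2360 genes, higher in the liver than in both for 1836 and higher in the heart than in both for 1829. The 1829 heart genes took 75.7% ± 2.95 of heart counts, the 1836 liver genes 70.0% ± 2.81 of liver counts, and the 2360 lung genes 20.99% ± 0.685 of lung counts (SD, n = 4 each). The lung genes took 0.923% ± 0.137 of the counts of heart and 1.11% ± 0.107 of those of liver. These numbers depended on the scaling: library totals alone gave 8891 genes for the lung, 1020 for the liver and 648 for the heart, and totals without the most abundant genes, chosen after the data were examined, gave 5236, 1120 and 1206. Genes lower in 1 tissue than in both others numbered 2417 for the liver, 1556 for the heart and 1294 for the lung.

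These intersections share the libraries of 1 tissue. Independent lists of the same lengths would share 843 genes in heart, 1173 in lung and 659 in liver, and 10 simulations of unchanged tissues gave 0 in each, which was bound to be so, as at most 2 genes were called in any simulated comparison. When the shared tissue was split so that each comparison had 2 of its libraries, the 6 splits gave means of 1678.5, 2097.8 and 1769.8 genes in heart, lung and liver. Without heart replicate 2, the numbers were 1942, 2509 and 1868 in the same order.

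A total of 2438 genes were DEGs in all 3 comparisons. At the other end, 4499 genes were DEGs in none of the comparisons, and 1733 genes had 95% intervals that stayed within 1 log2 unit in all 3. Genes read in every library of a tissue with at least 10 counts and absent from all libraries of another were most frequent for the lung in the counts as deposited: 215 were without a count in the liver and 161 without a count in the heart. The lung in turn lacked 23 genes of the heart and 26 of the liver, and 78 genes of the heart were without a count in the liver. This asymmetry depended on depth: with all libraries thinned to the same TMM-scaled size 98 lung genes were without a count in the liver and 74 in the heart, while the lung lacked 78 genes of the heart and 89 of the liver. In these thinned counts 104 genes of the heart were without a count in the liver. A count of 0 here allows up to 3 counts over the 4 libraries.

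Because the same 4 horses supplied every tissue, genes that differed between animals could be sought with a horse term common to the tissues. With tissue in the model, 163 of 15436 genes were called as differing between horses (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p below 0.05). Fitted expression was highest in horse 2 for 135 of them and lowest in horse 1 for 119, and in 133 genes the same horse had the highest level in all 3 tissues. Such a term does not by itself show a difference in each tissue. In the simulated counts, the test of horses made 29 calls among unchanged genes beside 93.5% of 200 changed genes. That is more than an adjusted p below 0.05 is meant to allow, so the 163 genes may hold false calls too. The median distance between the highest and the lowest horse was 2.54 on the log2 scale. Without lung replicate 1 the number was 82, of which 70 were among the 163. With limma voom it was 402, of which 161 were among the 163.

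The gene with the smallest p, ENSECAG00000035318, was abundant in horses 2 and 4 and low in horses 1 and 3 (adjusted p = 0.00018, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the heart it reached 31587 and 41589 CPM in horses 2 and 4, compared with 754 and 920 CPM in horses 1 and 3. The lower of horses 2 and 4 exceeded the higher of horses 1 and 3 by 34.3-fold in heart, 44.0-fold in lung and 83.6-fold in liver. The second gene, ENSECAG00000022072, was nearly missing in horse 4, with 26 counts in heart, 49 in lung and 0 in liver, where a count of 0 allows up to 3 counts. It had 150 counts or more in every library of the other horses (adjusted p = 0.000313, the same test). The horses fell into 2 sets at least 4-fold apart in every tissue for 9 of the 163 genes.

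**Figure D5:**
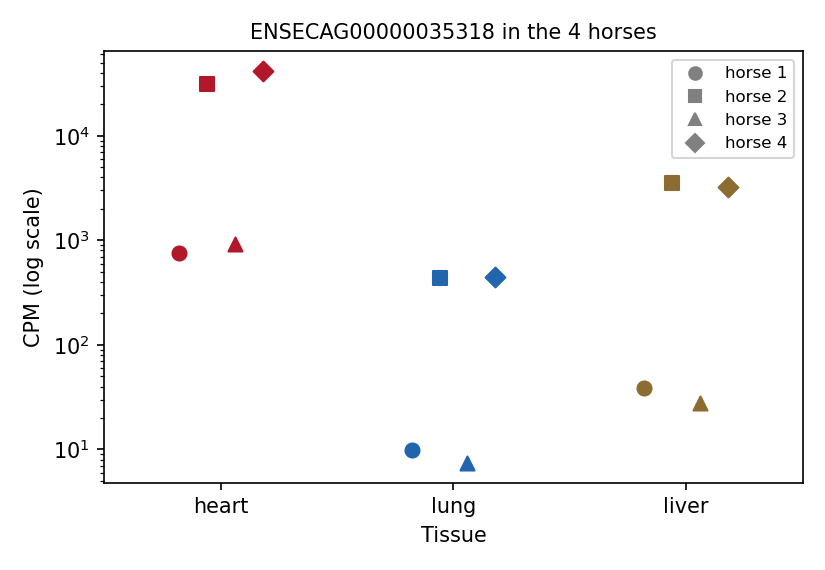
CPM of ENSECAG00000035318 in the 12 libraries, on a log scale, by tissue on the horizontal axis, with 1 symbol for each horse. In all 3 tissues the points of horses 2 and 4 lie above those of horses 1 and 3, by at least 34.3-fold.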

Values the study reported

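For its RNA-seq data the study reported 7865 differentially expressed genes between lung and heart, 8568 between lung and liver, and 7882 between heart and liver. It reported 4389, 5072 and 4183 genes as overexpressed, and 3476, 3498 and 3699 as downregulated, in that order. For lung and liver, these numbers do not add up exactly to the 8568 reported. Elsewhere, in its discussion, the same study puts the DEGs of each comparison at 9733 to 11,263. The study found 2261 genes in the intersection of its 3 comparisons.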

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

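The tests of the liver transcripts in heart replicate 2 were chosen only after those results had been seen, as were the bounds for the share over the scalings, of which 3 were planned. The sets of restricted genes, both ways of thinning and the totals without the most abundant genes were chosen after the data were examined. Among 59 sets of 4 libraries, 6 held a library far from the other 3, where chance gives about 2.95. Heart replicate 3, the shallowest heart library, had the lowest share of reads outside annotated genes, 18.7%, compared with 20.1% to 20.3% in the other heart libraries, and the fewest genes with a count, 15373 compared with 17379 to 17731. Lung replicate 3 stood apart for ENSECAG00000012477, with 70.9 CPM compared with 141 to 155 CPM in the other lung libraries. In heart replicate 2, a median of 2.96% of the liver level was read for 30 liver-restricted genes, compared with 0.0462% to 0.251% in the other heart libraries. Single liver genes stood apart there too: ENSECAG00000021933 was at 2.44 CPM, compared with at most 0.279 CPM in the other heart libraries, and ENSECAG00000032577 at 2.20 CPM, compared with at most 0.0758 CPM. Reads outside annotated genes, which entered no test of genes, made up 19.8% of reads in heart, 29.5% in lung and 19.2% in liver.

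Heart replicate 2 carried transcripts of the liver, at a percent 11.8 times that of the highest other heart library. This argues against index exchange at an even rate across the pool. Heart-restricted genes in liver replicate 2 stood at 0.443 of the highest other liver library. With 1 library left out, they stood at 0.353 (without lung replicate 3) to 0.897 (without heart replicate 1). These values argue against two-way exchange between the indexes of heart replicate 2 and liver replicate 2, though weakly at 0.897. One-way exchange between these indexes stays open, and so does liver material carried into the heart library: 93.3% of the 30 genes lay within 2-fold of their median percent, but so did 26 to 28 of the 30 in each other heart library, which does not set this library apart. Both could come from the liver of the same horse: over 230 liver-restricted genes, the log2 ratio of heart replicate 2 to liver replicate 2 had an SD of 0.70, which is 0.684 of the smallest SD to the liver of another horse (1.02), although a biological state of the heart of horse 2 was not tested. For tissue-restricted transcripts in the other libraries, index exchange cannot be told apart from low expression, because the median percent of heart-restricted genes in lung was 0.430 of that in liver, between the bounds set in advance. A single library moved this ratio from 0.0386 (without heart replicate 1) to 0.865 (without lung replicate 3), and library totals gave 3.25. The percents were TMM-scaled, with factors averaging 2.18 in lung and 0.748 in liver. Even exchange need not give equal percents in both tissues on this scale, so the ratio cannot judge it.

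More genes were higher in lung than in liver. With all libraries thinned to the same total, 57.9% of the LvsLR DEGs were higher in the lung, compared with 61.6% without thinning. This argues against unequal totals as the only source, but they may account for a part of the excess. Depth for genes outside the most abundant stays open, with 56.5% when all libraries were thinned to the same TMM-scaled size. The choice of scaling stays open too, as the share went from 59.98% to 90.4% over the other 4 scalings. The share was 57.1% without liver replicate 4, the shallowest library. Of the larger excess found with library totals, a few genes that take most of the counts may be the source: the median log2 fold change of LvsH was 1.85 by library total and 0.87 with the most abundant genes left out of the totals, while in LvsLR it stayed higher, at 1.81 and 1.38. A biological difference between the tissues stays open, and the design cannot part it from a difference in the amount of RNA per cell.

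Genes differed between horses with tissue in the model. Chance was excluded, as only the real labels, 1 of 100 regroupings of horse labels within tissues, gave 163 genes, and the highest other regrouping gave 21. The liver transcripts in heart replicate 2 are argued against as the cause, because 82.2% of the 163 genes were still called without this library. Differences that the design names only as horse stay open and were not tested. They may lie in the animals, such as inherited variants or the condition of each animal. They may also lie in how the samples of each animal were handled, which the design cannot part from the animal.

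For the tissue comparisons, only 1 of the 35 splits of the 8 libraries into 4 and 4, the real one, gave as many DEGs, 6848 in LvsH, 7662 in LvsLR and 6554 in HvsLR when only those 8 libraries were fitted. The highest other split gave 0 in each comparison. This excludes chance if the libraries are taken as unpaired. With the horses paired, the real split is 1 of the 8 that part all 4 horses, too few for a share below 5%, and the highest of the others was 0. Splits that mix the tissues carry the tissue difference in their spread, which itself keeps their calls low.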

How the results depend on the processing

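The limma fit, the block and all other alternatives were planned except both ways of thinning, the paired test of genes detected, the ratios of restricted genes, the totals without the most abundant genes, the omission of 2 libraries and the omission of single libraries from the correlations, which were chosen after the data were examined. All numbers of DEGs of the 3 comparisons stayed within 1.5 times the reported ones except with library totals alone, which gave 12142 in LvsH and 11939 in LvsLR. By construction that scaling leaves the heart's and liver's abundant genes in the totals. It also gave 648 genes higher in heart, 8891 in lung and 1020 in liver than in both other tissues and 3960 DEGs in all 3 comparisons. Totals without the most abundant genes gave 1206, 5236 and 1120. Without a fold threshold, 2746 genes were higher in heart than in both other tissues and 4141 were DEGs in all 3, since more genes pass. DESeq2 gave 7816, 8463 and 8205 DEGs in LvsH, LvsLR and HvsLR and 2562 in all 3. With horse as a replicate block, the numbers were 6993, 7885 and 7526, and the pairing changed no count by over 1.5 times. Upper quartile scaling moved the median log2 fold change by 0.13 in LvsH and 0.17 in LvsLR, and library totals by -0.25 in HvsLR.

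With 1 library left out, DEGs ranged from 6847 to 7320 in LvsH, 7648 to 8079 in LvsLR and 7297 to 7674 in HvsLR, and 2261 to 2443 in all 3. Genes differing between horses ranged from 82 (without lung replicate 1) to 207, and limma voom gave 402; the cause was not tested. Mean correlation between tissues was -0.12 over the 500 most variable genes, which are chosen for differing. By library totals, restricted genes stood at means of 0.112% (heart genes in lung), 0.0364% (heart genes in liver), 3.36% (lung genes in liver) and 0.106% (liver genes in lung). With TMM factors the means were 0.0763% for heart genes in liver, 0.282% for lung genes in heart and 0.494% for lung genes in liver. With these factors and 1 library left out, they ranged from 0.0375% (without heart replicate 4) to 0.765% (without heart replicate 1) for heart genes in liver, and were 0.0423% without lung replicate 3, since the genes chosen change. Lung genes ranged from 0.237% to 0.467% (without lung replicate 2) in heart and from 0.327% to 1.72% (without heart replicate 2) in liver, with 0.969% without heart replicate 3. Liver genes in heart had a mean of 0.840%, and of 0.133% without heart replicate 2. The 12 fold changes of single genes kept their direction and call in all fits run. The tests of gene lists were not run, as symbols were not used here. Depth limits what a count of 0 shows in heart replicate 3 and liver replicate 4, the shallowest libraries.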

Other observations

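The following values were chosen after the data were examined. The gene taken as most abundant in each tissue differed in how far it was confined, but in the lung this rank was a near tie. The most abundant gene of the heart, at 24.4% ± 4.11 of heart counts, was also abundant elsewhere, with 2.33% ± 0.502 of liver counts and 1.01% ± 0.142 of lung counts. The gene taken as most abundant in the lung, at 1.10% ± 0.487 of lung counts, was nearly missing from heart and liver. Its shares there were 0.000512% ± 0.000321 and 0.000387% ± 0.000188. It did not rank first in every lung library, and its lowest share of lung counts was 0.458%. In lung replicate 1 the most abundant gene of the heart ranked first, at 1.11%. How far the top gene of the lung was confined thus depended on which of these genes was taken. The most abundant gene of the liver took 7.0% ± 1.71 of liver counts and 0.00634% ± 0.00247 of lung counts, and in heart libraries its share went from 0.00311% to 0.167% (all mean ± SD, n = 4).

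Heart genes themselves were somewhat lower in heart replicate 2, where 30 heart-restricted genes stood at a median of 68.1% of their mean in the other heart libraries. Of the genes differing between horses, 52 parted the animals into 2 sets at least 2-fold apart in every tissue.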
